A study of Homo sapiens with 6 samples. Its data were reported in "Gene expression profiling reveals aryl hydrocarbon receptor as a possible target for photobiomodulation when using blue light" (2016).

How the data were processed

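Total RNA from 6 samples of HaCaT cells was hybridized to Affymetrix human gene arrays, 1 array per sample: 3 samples irradiated with blue light (452 nm, 23 mW/cm2, 30 min, 41.4 J/cm2) and 3 covered controls, all harvested at 3 h. The labels give each sample's plate, and each of the 3 plates held 1 irradiated and 1 control sample. The methods mention triplicates and repeats of the experiments, but whether the plates were separate cultures is not stated. The p-values therefore measure the spread between these samples, which may be technical. Irradiated wells and covered wells lay in different parts of each plate, so position on the plate and light cannot be separated.

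The authors deposited log2 signals, 1 value per Entrez-based gene definition and array, after quantile normalization; the submitters' processing notes name RMA. Their methods also describe a batch normalization to take out the plate effect, followed by a one-way test per gene with a false discovery rate. The sorted values of 5 columns were identical, while those of blue light replicate 1 differed from them by up to 0.00179. Within 0.01 of a step, 20.78% of its values were multiples of 1/1024, against 100% in the other columns. Plate differences were still present in the deposited values. No detection calls were used here, so weak rows were kept in the main analysis.

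Gene symbols came from the platform's probe table. Of 24733 rows, 23934 (96.77%) had 1 symbol, 0 had several and 799 are not listed there and stay unnamed; 23893 were matched by Entrez number to the RefSeq gene table of assembly GRCh38.p14, which changed 0 symbols and was used for names, gene type and gene length. For 3 symbols carried by more than 1 row, the row with the highest mean was used. No genome build is named for the arrays, so no coordinates are given.

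Differences between blue light and control were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, with a term for the plate), with Benjamini-Hochberg adjustment over all rows and a threshold of 0.05. The fit left 2 residual degrees of freedom per row, to which eBayes added 2.79. Errors of differences are standard errors from this fit, and errors of group levels are SDs over 3 arrays. In all, 30 gene lists were fixed before the data were examined and tested with camera at a preset inter-gene correlation of 0.01, with adjustment over the 30 lists; 8 were called, and 0 with an estimated correlation, for which the smallest adjusted p was 0.255. That version estimates the correlation from 2 residual degrees of freedom and also refers its statistic to them. Over 30 lists it could therefore hardly call any. Its lost calls say little, and the 8 calls rest on the preset correlation. The estimate lay under the preset value for AHR targets (-0.041), NRF2 targets (-0.012), TGF-beta targets (-0.017), NF-kB and TNF signalling (-0.018) and heat shock genes (-0.028). A higher correlation between genes therefore does not account for the loss of these calls. The estimate lay above it for the study's AHR genes (0.072), tryptophan metabolism (0.025) and small nucleolar RNAs (0.13). In fry, a rotation test that does not compare a list with other genes, 4 lists moved one way and 14 in either direction. Some lists, such as NF-kB and TNF signalling, TGF-beta targets and tryptophan metabolism, were set because the paper names their pathways from its arrays. The direction of such lists is not independent evidence.

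The genes to be named were set by a rule before the data were examined: the 13 genes of the AHR pathway the study drew, the AHR targets that passed, and FOS, CXCL8, KRT5 and MAPK3; the 10 rows with the largest rise and the 10 with the largest fall among those that passed and agreed over the 3 plates, filled up by smallest p where fewer passed; up to 2 members of each list in each direction; and the 2 rows in each direction with the smallest p among the non-coding and unnamed rows left out of the former. The text gives the part of these genes that its comparisons need, and some further members of called lists as examples, chosen after their values were seen. Some planned items were not analysed here.

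Plate numbers come from the labels, so the samples were treated as paired. Deviations of the 2 samples of a plate from their group means correlated across rows at 0.19, 0.31 and 0.09 for plates 1, 2 and 3, against -0.22 to 0.10 for samples of different plates, and 5 of 6 arrays correlated best with their own plate.

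Alternatives were a fit without the plate term, the methods' one-way test, a plain paired test, repeated quantile normalization, centring on array medians, leaving out the lowest 25% or 50% of rows, leaving out unnamed and small RNA rows, 2 other variance settings, a minimum change of 1.5-fold, and leaving out each plate. Removal of plate means before the test, and array weights, were added after seeing the data. The analysis was tested on simulated arrays for the comparison of blue light with control over 24733 rows. They had the measured row means and plate shifts, and independent noise with the measured residual spreads shuffled over rows. Of 200 changed rows, 38.8% were recovered at a log2 change of 0.5, 82.1% at 1 and 86.4% at 1.5, and with no effect 0 rows passed. The adjusted threshold is stricter when fewer rows change. These shares may therefore overstate the recovery on the measured arrays, where 1 row passed.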

Results

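Gene expression was measured in HaCaT cells, an immortalized line of human keratinocytes, the main cells of the epidermis. Cells grown in multiwell plates were irradiated with 452 nm blue light for 30 min (41.4 J/cm2) and lysed 3 h later, while black foil kept the light from the control wells of the same plate. One irradiated and one control sample from each of 3 plates were hybridized, which gave 3 blue light arrays and 3 control arrays. Each array held log2 signals for 24733 rows, of which 23934 carried 1 gene symbol and 17753 belonged to protein-coding genes. The signals ran from 4.09 to 14.08 with a median of 5.47 on the control arrays, and the number of arrays limits the precision of every difference below. The median standard error of a difference between blue light and control was 0.053 on the log2 scale.

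The first question was which genes differed between irradiated and covered cells 3 h after blue light. CYP1A1, a cytochrome P450 enzyme that oxidizes polycyclic aromatic compounds and is a classic target of the aryl hydrocarbon receptor (AHR), rose 2.77-fold. Its log2 signal was 7.84 ± 0.089 (SD, n = 3) in control cells and 9.31 ± 0.059 (SD, n = 3) after blue light, a difference of 1.47 ± 0.042 (SE) with a limma adjusted p = 0.0152. The difference was 1.5, 1.46 and 1.45 on plates 1, 2 and 3. HMOX1, the heme oxygenase induced by oxidative stress, had the next largest difference among the named protein-coding genes, 1.40 ± 0.075 or 2.64-fold, and did not pass (limma adjusted p = 0.0939). CYP1B1, another AHR target of the same enzyme family, was higher by 0.77 ± 0.056 or 1.70-fold (limma adjusted p = 0.258), and the chemokine gene CXCL8 had a difference of -0.89 ± 0.087 (limma adjusted p = 0.459); both went the same way on all 3 plates. CYP1A1 was the 1 row of 24733 past an adjusted p of 0.05 in limma with a term for the plate. At an unadjusted p under 0.05 there were 1626 rows, 806 higher and 820 lower in blue light, where chance alone gives 1237 and simulated arrays with no effect gave 1402. Without the plate term 3 genes passed, CYP1A1, CYP1B1 and HMOX1, and the one-way test named in the study's methods, run without their batch normalization, passed 0 genes (1209 rows at an unadjusted p under 0.05). After subtraction of plate means that test passed 1145 genes, and 852 rows on simulated arrays with no effect, as it does not count the degrees of freedom taken by the plates. CYP1A1 no longer passed with any 1 plate left out, when its adjusted p was between 0.299 and 0.507. Such a fit keeps 1 residual degree of freedom, and 0 rows passed without plate 1, 2 or 3. The loss therefore says little about dependence on a plate.

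**Figure D1:**
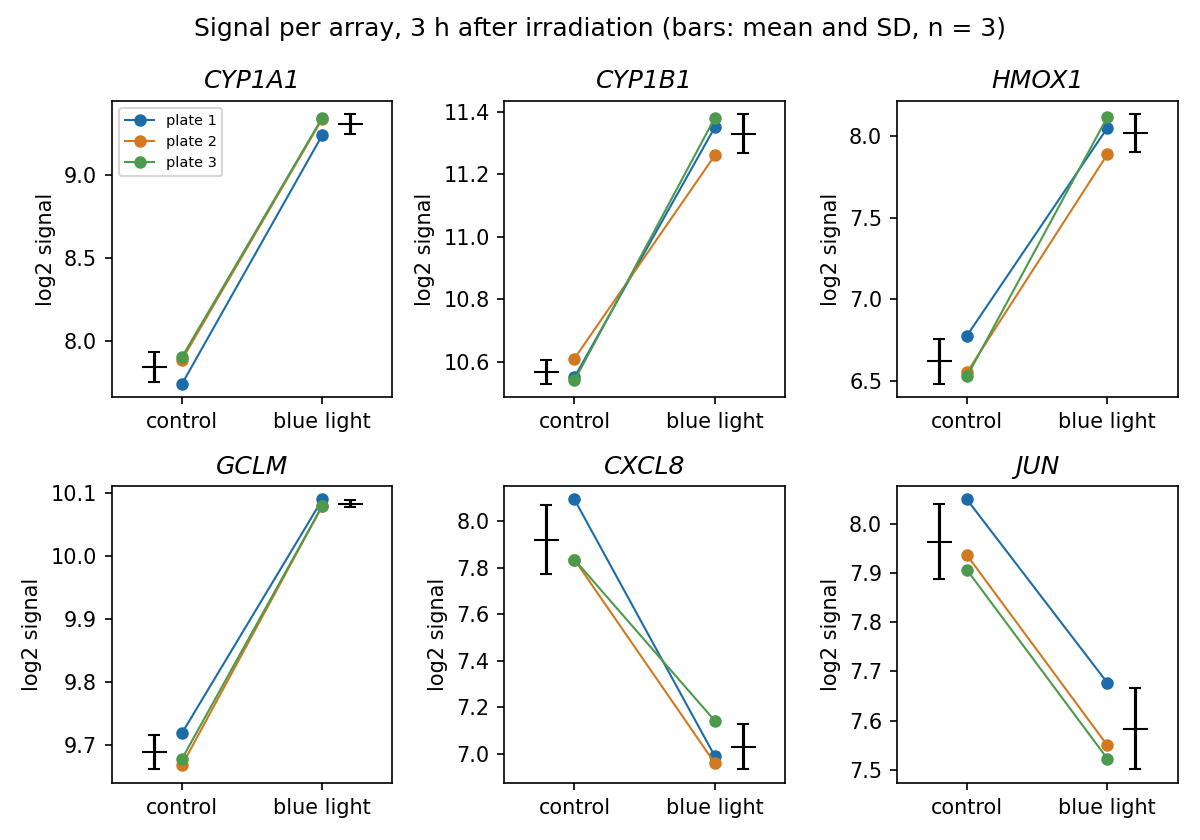
Log2 signal (y axis) of 6 genes in control and blue light samples (x axis), with 1 line per plate and the mean and SD of the 3 arrays beside each group. CYP1A1, CYP1B1, HMOX1 and GCLM were higher, and CXCL8 and JUN lower, in blue light on each of the 3 plates; CYP1A1 alone passed the test over all rows.

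The study drew a pathway of genes around AHR after it had found CYP1A1 and CYP1B1 raised. Of 12 measured AHR targets fixed from general knowledge, 10 were higher in blue light, 1 passed over all rows and 7 rose when adjusted over the list alone. Beside CYP1A1 and CYP1B1 these were TIPARP, a feedback repressor of AHR (0.58 ± 0.052, SE), EREG, which encodes the growth factor epiregulin (0.54 ± 0.073), the quinone reductase NQO1 (0.27 ± 0.046), the AHR repressor AHRR (0.24 ± 0.075) and the glucuronosyltransferase UGT1A6 (0.18 ± 0.044). ALDH3A1 (0.20 ± 0.097) and NFE2L2 (0.15 ± 0.071) were higher without passing, and SLC7A5 (-0.0040 ± 0.043) and CYP2S1 (-0.048 ± 0.067) lay close to 0. The list stood above the other genes in limma's camera test, with an adjusted p = 9.76e-12 at the preset correlation and an adjusted p = 0.255 with an estimated correlation. Here and below, the version with an estimated correlation rests on 2 residual degrees of freedom and could hardly call any list. The median difference of the AHR targets was 0.24, 0.23 and 0.28 on plates 1, 2 and 3. Without CYP1A1 the other 11 genes of the list gave a camera adjusted p = 8.52e-09, and an adjusted p = 0.268 with an estimated correlation. Probes of the UGT1A genes read a locus whose members share exons, so the value of a single member is uncertain.

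The 13 genes that the study itself drew as its AHR pathway overlap this list in 7 genes, and the study drew that pathway from the literature, led to it by CYP1A1 and CYP1B1 in its arrays, so the direction of these 2 genes is not independent evidence. In this list 10 of the 13 were higher, and 4 rose when adjusted over the list alone, CYP1A1, CYP1B1, NQO1 and UGT1A5 (0.44 ± 0.066, SE), a count that is not independent evidence either. The camera adjusted p = 2.21e-06 became an adjusted p = 0.435 with an estimated correlation. The receptor AHR itself (-0.013 ± 0.054), its partner ARNT (0.027 ± 0.046), GSTA1 (-0.057 ± 0.042), CYP1A2 (0.12 ± 0.071), the cell cycle inhibitor CDKN1B (0.088 ± 0.072) and the death receptor adaptor TRADD (-0.20 ± 0.10) did not pass. AHRR passed among the AHR targets (limma p adjusted over that list = 0.0469) but not in this list (0.0711). The 6 genes of this list that are not in the other AHR list had a median difference of 0.0071, and the 5 of the other list that are not in this one a median of 0.18.

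Genes under NRF2, the transcription factor that answers oxidative stress, formed the list with the smallest camera p at the preset correlation, while in fry the AHR targets had the smaller one (adjusted p = 0.0136 against 0.0231). The camera adjusted p = 4.37e-12 became an adjusted p = 0.255 with an estimated correlation, and without HMOX1 the other 22 genes gave a camera adjusted p = 1.68e-10, and an adjusted p = 0.268 with an estimated correlation. Of 23 measured NRF2 targets 20 were higher in blue light, 0 passed over all rows, and 11 rose when adjusted over the list alone. They included HMOX1, both subunits of the enzyme that starts glutathione synthesis, GCLC (0.46 ± 0.048, SE) and GCLM (0.40 ± 0.041), the cystine transporter SLC7A11 (0.37 ± 0.053), the sulfiredoxin SRXN1 (0.36 ± 0.047), the thioredoxin reductase TXNRD1 (0.26 ± 0.052) and OSGIN1 (0.43 ± 0.055). The list's median difference was 0.088, 0.15 and 0.17 on plates 1, 2 and 3. NQO1 is the 1 gene that both this list and the AHR targets hold. The paper also names ALDH3A1 and UGT1A as targets of both Nrf2 and AHR, so the 2 lists are not fully separate. A further list of 15 antioxidant enzymes outside the NRF2 list, such as SOD1 (0.075 ± 0.042), had 8 members higher and 7 lower, with a camera adjusted p = 0.937.

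Of 24 measured genes of NF-kB and TNF signalling 15 were lower, 0 passed over all rows, and 4 passed when adjusted over the list alone. The list's camera adjusted p = 0.0143 became an adjusted p = 0.467 with an estimated correlation, and 0.0666 without plate 3; in fry it was 0.134. Of the 4 genes, 3 fell, the chemokine genes CXCL8, CXCL1 (-0.51 ± 0.067, SE) and CCL2 (-0.44 ± 0.057), while the cytokine gene IL1A rose (0.48 ± 0.053). The inhibitor genes NFKBIA (-0.17 ± 0.065) and TNFAIP3 (-0.17 ± 0.057) did not pass. The list's median difference was -0.051, 0.0020 and -0.086 on plates 1, 2 and 3. Of 16 measured TGF-beta targets 14 were lower, with a median difference of -0.16 and 0 genes past the threshold over all rows or adjusted over the list alone. Among them were the inhibitors of differentiation ID1 (-0.26 ± 0.059) and ID3 (-0.24 ± 0.048) and the pathway's own inhibitors SMAD7 (-0.17 ± 0.042) and SMAD6 (-0.36 ± 0.11). The camera adjusted p = 2.34e-07 became an adjusted p = 0.268 with an estimated correlation and 0.0636 in fry. The list was also called, with a camera adjusted p = 0.0486, when the labels of plate 1 were exchanged. That exchange keeps the real labels on plates 2 and 3, where the list's median difference was -0.14 and -0.15. The call can therefore carry part of the same difference. Interferon genes (13 measured, 8 lower, adjusted p = 0.251) were not called.

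Another 3 lists passed camera narrowly. Heat shock genes had 9 of 13 members higher, with a median of 0.036, led by HSPD1 (0.19 ± 0.045, SE) and HSPA1A (0.15 ± 0.044), and 0 past the threshold over all rows or adjusted over the list alone. Their camera adjusted p = 0.0402 became an adjusted p = 0.535 with an estimated correlation, and lay between 0.0548 and 0.147 with plate 1, 2 or 3 left out. Tryptophan metabolism had 14 of 22 members higher, and 2 rose when adjusted over the list alone. These were CYP1A1 and CYP1B1, which act mainly on foreign compounds and steroids. Its camera adjusted p = 0.0445 became an adjusted p = 0.639 with an estimated correlation, 0.112 without plate 1 and 0.239 without plate 3, and without the AHR genes the other 19 members gave a camera adjusted p = 0.637. The median control signal of the 22 members was 4.93, so many may read background. Small nucleolar and Cajal RNAs had 197 of 334 rows lower, with a median of -0.014 and 0 rows past the threshold over all rows or adjusted over the list alone. Their camera adjusted p = 0.0489 became an adjusted p = 0.770 with an estimated correlation and 0.177 without the plate term; the direction turned without plate 2 (adjusted p = 0.524), and the list was called as well when the labels of plate 1 or of plate 2 were exchanged.

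**Figure D2:**
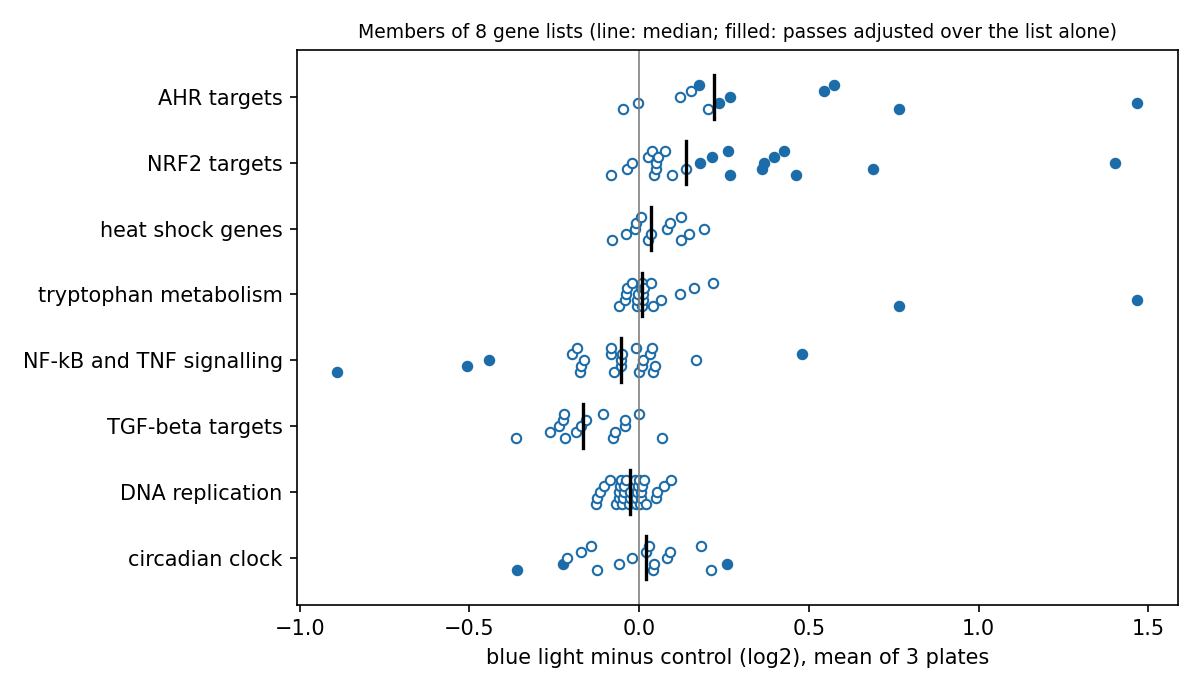
Difference between blue light and control in log2 units (x axis) for the measured members of 8 gene lists (y axis); each circle is 1 gene, filled where it passed when adjusted over the list alone, its height within a list has no meaning, and the black line is the median. AHR and NRF2 targets lie mostly to the right, with medians of 0.22 and 0.14, and TGF-beta targets mostly to the left, with a median of -0.16, while 2 members of tryptophan metabolism lie far from the others.

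The study named steroid hormone synthesis as raised and DNA replication as lowered, from gene set enrichment analysis of KEGG pathways. The lists below hold other sets of members and were tested with camera, so they do not repeat the study's test. Steroid hormone enzymes had 17 of 32 members higher (camera adjusted p = 0.395), and 3 members rose when adjusted over the list alone: CYP1A1, CYP1B1 and AKR1C2, a hydroxysteroid dehydrogenase that the NRF2 list also holds (0.69 ± 0.13, SE). The median control signal of the list was 4.90, under the median of 5.47 over all rows, so many members may read background. AKR1C2 stood at 5.04 ± 0.37 (SD, n = 3) in control cells. DNA replication genes had 25 of 35 members lower with a median of -0.026 (camera adjusted p = 0.139). Mitotic genes had 11 of 20 higher (adjusted p = 0.536), among them CENPE, whose difference was 0.028, -0.068 and 1.61 on plates 1, 2 and 3, and whose signal on the plate 3 control differed from the mean of the other controls by -1.60. Replication-dependent histones had 40 of 67 lower (adjusted p = 0.124), and p53 targets had 9 of 18 higher (adjusted p = 0.773). The stress genes under ATF4 and the unfolded protein response had 10 of 16 higher (adjusted p = 0.114), and 1 of them rose when adjusted over the list alone, the phosphatase subunit PPP1R15A (0.49 ± 0.052).

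Lists of keratinocyte state were not called in camera. Basal keratinocyte genes had 6 of 8 members higher (camera adjusted p = 0.937), with KRT5 at 0.019 ± 0.046 (SE). Differentiation genes had 11 of 20 higher (adjusted p = 0.798), and 1 of them fell when adjusted over the list alone, the cornified envelope protein gene IVL (-0.54 ± 0.061). In fry for either direction the differentiation list had an adjusted p = 0.0428 and the immediate early genes an adjusted p = 0.00304. Immediate early genes had 12 of 26 higher (adjusted p = 0.935), and 1 fell when adjusted over the list alone, JUN (-0.38 ± 0.041); FOS differed by -0.18 ± 0.079. The kinase gene MAPK3 differed by 0.0094 ± 0.052. Markers of fibroblasts (8 genes, adjusted p = 0.521), immune cells (7, adjusted p = 0.992), melanocytes (5, adjusted p = 0.621) and endothelium (6, adjusted p = 0.496) were not called. The same held for cholesterol synthesis (15 genes, adjusted p = 0.536), hypoxia targets (13, adjusted p = 0.349), the circadian clock (17, adjusted p = 0.763), opsins (7, adjusted p = 0.504), oxidative phosphorylation (31, adjusted p = 0.124), ribosomal proteins (24, adjusted p = 0.395) and microRNA loci (1083, adjusted p = 0.962). Median control signals were low for fibroblast (4.77), immune (5.08), melanocyte (4.78) and endothelial (4.71) markers, opsins (5.09) and microRNA loci (4.55). For these the absence of a call says little.

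Among the remaining genes with the smallest p values, which did not pass over all rows, higher values in blue light were seen for the pseudogene NMRAL2P (0.88 ± 0.059, SE), for EID3 (0.52 ± 0.044) and for DNAJB3 (0.58 ± 0.056), a pseudogene that lies within the UGT1A locus, so that its value is uncertain. Lower values were seen for CYP24A1, the enzyme that inactivates vitamin D (-0.80 ± 0.10), the epithelial transcription factor gene ELF3 (-0.46 ± 0.049), the mitochondrial iron importer gene SLC25A37 (-0.39 ± 0.043), HS6ST1 (-0.44 ± 0.049), NRP2 (-0.40 ± 0.049) and MYLIP (-0.33 ± 0.041). Over all rows 27.4% went the same way on all 3 plates, where chance gives 25%.

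The plate still contributed to the deposited signals. The median share of a row's variance between plates was 44.3%, where noise alone gives 36.8%, and the median ratio of the plate to the residual mean square was 1.40, where noise alone gives 0.982. The median share between the light groups was 11.4%, where noise alone gives 12.1%.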

Values the study reported

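The study reported 1686 differentially regulated genes at the 3 h harvest, between 1358 at 1 h and 2192 at 24 h. For an AHR pathway taken from a public database, not the one it drew, it gave p = 0.3300 at 1 h and p < 0.0001 at both 3 h and 24 h. Its peroxide measurement showed a 1.26 fold increase 30 min after irradiation, and a decrease of 1% at 3 h (p = 0.7585).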

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

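The 3 plates and 2 residual degrees of freedom limit every test, and with a plate left out 1 degree is left. No detection calls were used, so for weakly signalling genes a difference cannot be told from background here. Array weights, and plate means removed before the test, were chosen after seeing the data. Repeated quantile normalization and centring on array medians changed no call of a gene or list. The deposited arrays already had near-identical sorted values and medians, so these 2 settings could hardly move a call and are no support. Robust eBayes and leaving out unnamed and small RNA genes, run for genes alone, changed no call of a gene. Without the lower 50% of signals 28 of 30 lists kept enough members for a value. Leaving out low signals tests fewer genes, and leaving out a plate removes 2 samples; for the other changes below the cause was not tested. CYP1A1 kept its direction throughout and its call under 10 of 15 alternatives, CYP1B1 passed under 3 of 15, and the plate effect was the same under 2 of 2. These tallies include settings that could hardly move a value. The tallies of CYP1A1 and CYP1B1 also include a pass with plate means removed, a test that leaves out the plates' degrees of freedom. CYP1A1 lost its call in 5 settings, the methods' test, the plain paired test and each plate left out. In each of these 0 genes passed, so they could hardly call any gene. Over the 30 lists 277 comparisons with an alternative kept direction and side of the threshold. A call was lost in 22 and gained in 7, and the direction turned in 22. A list that turned was counted there alone, although small nucleolar RNAs also lost their call without plate 2. Over the other named genes 973 comparisons kept both, 54 gained a call and 10 turned. Of these gained calls 39 came with plate means removed before the methods' test and 10 with an intensity trend.

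The number of genes past the threshold was 1 in the fit with a plate term. It was 3 with no replicate block, 0 in the methods' test and 0 in a plain paired test, 3 without the lowest 25% of signals and 3 without the lower 50% (CYP1A1, HMOX1 and MIR181B1 in both), 1 with a change of at least 1.5-fold asked for, and 14 with an intensity trend, which passed 10 of the named genes beyond CYP1A1 and CYP1B1. It was 1145 with plate means removed before the methods' test and 932 with plate means removed before limma, and 0 without plate 1, 2 or 3. CYP1A1 had an adjusted p = 0.153 in the methods' test, 0.449 in the plain paired test, and 0.299 to 0.507 with a plate left out. CYP1B1 passed with no replicate block (adjusted p = 0.0161), with an intensity trend (0.00171) and with plate means removed (0.00812). Over all alternatives with 3 plates the adjusted p of CYP1A1 ran from 9.77e-05 to 0.449. Apart from CYP1B1, HMOX1 and the small nucleolar RNA list, the block changed no call.

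With an estimated correlation no list was called: adjusted p = 0.435 for the AHR genes the study drew, 0.255 for AHR targets, 0.255 for NRF2 targets, 0.467 for NF-kB, 0.535 for heat shock, 0.268 for TGF-beta, 0.639 for tryptophan metabolism and 0.770 for small nucleolar RNAs. For AHR targets, NRF2 targets, NF-kB, heat shock and TGF-beta the estimate lay under the preset 0.01, so correlation does not account for these losses. In fry 5 calls were lost, NF-kB (0.134), heat shock (0.0636), TGF-beta (0.0636), tryptophan metabolism (0.0636) and small nucleolar RNAs (0.835); hypoxia gained one (0.0373), and immediate early genes (0.940), differentiation (0.960) and immune cells (0.975) turned direction. With no replicate block small nucleolar RNAs lost the call (0.177) and immune cells turned (0.999). Without the lowest 25% of signals heat shock lost the call (0.0612), steroid hormone enzymes gained one (0.0487) and differentiation turned (0.956); without the lower 50% differentiation turned (0.473). With array weights small nucleolar RNAs lost the call (0.147), the ATF4 and unfolded protein list gained one (0.0203), and antioxidant enzymes (0.761), basal genes (0.903), microRNA loci (0.899) and SLC7A5 (0.993) turned. Over all these alternatives with 3 plates the lowest and highest adjusted p were 2.24e-08 and 0.435 for the AHR genes the study drew, 1.6e-15 and 0.255 for AHR targets, 6.18e-15 and 0.255 for NRF2 targets, 0.00528 and 0.467 for NF-kB, 0.0211 and 0.535 for heat shock, 2.36e-07 and 0.268 for TGF-beta, 0.0107 and 0.639 for tryptophan metabolism and 0.0101 and 0.835 for small nucleolar RNAs.

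With a plate left out, the adjusted p of the lists whose call or direction changed ran from 0.00679 to 0.0666 for NF-kB, 0.0548 to 0.147 for heat shock, 0.00679 to 0.239 for tryptophan metabolism, 0.000323 to 0.524 for small nucleolar RNAs, 0.00362 to 0.646 for the ATF4 and unfolded protein list, 0.0447 to 0.562 for interferon genes, 0.0447 to 0.794 for oxidative phosphorylation and 0.00912 to 0.758 for histones. It ran from 0.411 to 0.811 for antioxidant enzymes, 0.239 to 0.819 for immediate early genes, 0.411 to 0.860 for mitotic genes, 0.620 to 0.784 for differentiation, 0.646 to 0.966 for basal genes, 0.646 to 0.860 for microRNA loci, 0.239 to 0.524 for fibroblasts, 0.561 to 0.936 for immune cells and 0.281 to 0.936 for melanocytes. Genes that turned direction were AHR (0.823 to 0.999), CDKN1B (0.801 to 0.999), CENPE (0.910 to 0.959), CYP2S1 (0.921 to 0.971), KRT5 (0.971 to 0.998), MAPK3 (0.879 to 0.999), SLC7A5 (0.958 to 0.999) and MIR24-1 (0.919 to 0.995).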

Other observations

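Genes of the circadian clock differed in both directions, and 0 of them passed over all rows. Adjustment over a list alone does not correct for the number of lists. Of 17 measured clock genes 3 passed when adjusted over the list alone: PER2 (-0.36 ± 0.079, SE) and BHLHE41 (-0.23 ± 0.041) fell, and NFIL3 rose (0.26 ± 0.048). PER1 (0.21), BMAL1 (0.18), NR1D1 (-0.17) and DBP (-0.21) did not pass. The clock list, with 9 members higher and 8 lower, was not called in camera (adjusted p = 0.763), while fry for either direction gave an adjusted p = 0.00303. Of 13 measured hypoxia targets 0 passed over all rows and 3 when adjusted over the list alone. These were ADM (0.23 ± 0.051) and NDRG1 (0.19 ± 0.043), which were higher, and ANKRD37 (-0.23 ± 0.051), which was lower. Fry called the hypoxia list as higher (adjusted p = 0.0373), and camera did not (0.349).

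MIR181B1 was higher by 1.23 ± 0.053 (SE) or 2.34-fold (limma adjusted p = 0.0517, and 0.0185 and 0.0291 with the lowest 25% and 50% of signals left out), and MIR27B was higher by 0.51 ± 0.041; these 2 passed when adjusted over the 1083 microRNA loci alone. The following 5 were chosen after their values were seen. The host transcript MIR181A1HG differed by 0.79 ± 0.12, and MIR181A1 of the same transcript by 0.069 ± 0.042 with signals near the floor. MIR23B, next to MIR27B, differed by 0.46 ± 0.055, while MIR24-1 (-0.044 ± 0.068) and the host gene AOPEP (-0.042 ± 0.049) lay close to 0. The control signal of MIR24-1 was 4.775, so weak that a difference cannot be told from background. The array's probes may read the precursor or the host transcript, so these values do not measure mature microRNA.

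The number of genes past the threshold was 1 with a plate term, and 0 in the methods' one-way test, run without their batch normalization, which was not repeated. That is lower than the number quoted from the study above, and the inputs of the tests differ. With plate means subtracted in place of that step the one-way test passed 1145.

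Of the tests below, the predictions were written after the measured result was seen, except for the 10 splits without a plate term.

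Genes past the threshold after plate means are removed first were weighed against degrees of freedom not counted in that test. With the labels exchanged within 1 plate, which keeps each plate balanced, 519, 483 and 762 genes passed against 1145 with the real labels, so 42.2% to 66.6% of the count also arises with labels that mix light and control, which fits that explanation. On simulated arrays with no effect 852 rows passed this test and 0 passed the fit with a plate term. Light effects on many genes hidden by plate differences could add to the rest. At an unadjusted p under 0.05 the fit with a plate term had 1626 rows with the real labels and at most 1197 in the other 3 splits, and 4 splits are too few to decide.

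Genes far lower in control replicate 3, with CENPE at -1.60, AKAP9 at -1.40, TRIP11 at -1.18 and GOLGA4 at -1.13 against the mean of the other controls, were weighed next; these genes were chosen after their values were seen. The deviation of that array from the mean of the other controls had a Spearman correlation of -0.329 with gene length over 10596 protein-coding genes with signals in the upper 50%, and the difference of blue light minus control gave -0.0876, -0.141 and 0.255 on plates 1, 2 and 3. Taken the same way, control replicates 1 and 2 gave correlations of 0.263 and 0.15. Each control is set against the others, so these correlations alone do not tell a loss in replicate 3 from an excess in another control. The plate differences, largest in size on plate 3, do not use the other controls. A loss of long transcripts in the library of control replicate 3 fits these values, with the genomic span standing in for the length of the transcript. Fewer dividing cells in that library would likely lower mitotic genes below other genes of like length. The 20 mitotic genes had a median difference of -0.050 from the 100 other genes nearest to each in length (95% bootstrap interval -0.136 to 0.00208), which leaves this open. The bootstrap resampled genes within 1 array, so its interval does not measure the spread between libraries. The test replaced 2 earlier ones, a threshold that neither the shorter nor the longer mitotic genes reached and a comparison of these that repeats the trend with length.

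NRF2 and AHR targets higher in blue light could come from the low genes of control replicate 3. Without plate 3 the higher of the 2 adjusted camera p values at the preset correlation was 7.35e-10, which speaks against that array as the cause. Heat from the lamp could also raise stress genes. The heat shock list had a median of 0.0357 (95% bootstrap interval -0.00944 to 0.123), below the NRF2 median of 0.137. That bootstrap resampled genes and leaves out the spread between plates. As heat shock genes may have returned to their level by the 1 harvest time, these values cannot tell. Whether arbitrary groups of arrays do as well was looked at over the 10 splits of 6 arrays into 3 and 3, too few for a share under 0.05; of the 9 others, 6 part the arrays of 1 plate alone, so with a plate term they rest on 1 pair, and 3 part every plate like the real one. The real split alone, 1 of 10, gave 1 gene past the threshold with a plate term (highest other 0), 3 genes without it (highest other 0) and 8 lists (highest other 6, and 3 among those that part every plate).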
